A study of Mus musculus with 8 samples. Its data were reported in "MOF-mediated histone H4 Lysine 16 acetylation governs mitochondrial and ciliary functions by controlling gene promoters" (2023).

How the data were processed

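All libraries came from total epidermis of wild-type mice at postnatal day 0.5. Per the labels, 8 samples covered 6 antibodies: MOF, Rfx2, H4K16Ac and H3K4me1 with 1 library each, and H3K4me3 and H3K27Ac with 2 libraries each. MOF was mapped by ChIPseq, in which fixed chromatin is sheared and pulled down with an antibody. The other antibodies were used in Cut&Run, in which an antibody directs a nuclease to its target in permeabilized cells and the released fragments are sequenced. Peak lists of 4 libraries were analysed here: MOF, Rfx2, and 1 library each of H3K4me3 and H3K27ac. The labels attach the H3K4me3 and H3K27ac lists to the repeat libraries, but the name of the H3K4me3 list lacks the mark of a repeat, so which of the H3K4me3 libraries it came from is not certain. The other libraries were not used here. Each antibody therefore had 1 list, so no spread between replicates, no test across replicates and no paired comparison was possible, and each share describes these libraries.

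Alignment and peak calling were done by the authors. They used Bowtie2 (very sensitive, local) against mm10, then ran MACS2 library by library. MOF reads were single-end, and their peaks were called without a fragment model and with the automatic limit on duplicates. Cut&Run reads were paired-end, and the Rfx2, H3K4me3 and H3K27ac calls used whole fragments. A control library or a list of excluded regions was not stated in the study's methods. The Rfx2, H3K4me3 and H3K27ac lists held, for each peak, the summit, a score, the fold enrichment and the −log10 p-value and −log10 q-value as the authors' peak caller gave them. The lowest −log10 q-value was 1.32 for Rfx2, 1.35 for H3K4me3 and 1.32 for H3K27ac, so every q-value was below 0.05. The deposited MOF list was of another kind: it held regions with a score for each and no fold enrichment, p-value or summit. It is longer than the authors' own count of MOF peaks, so it may be another or an unfiltered call, and every MOF share and gene count here rests on it. The scale of the MOF score was not stated, so it was used only to rank MOF peaks within their list, and the comparison of MOF peak heights that had been planned on fold enrichment was made on the score. The lists gave no read counts. The study reported read numbers for each library, but they did not enter the comparisons here. Among the libraries used here, Rfx2 had the fewest reads and MOF the lowest share of mapped reads. Peak heights were never compared between lists.

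Coordinates were used with GRCm38.p6, the assembly of which mm10 is the browser name. No peak ended beyond a chromosome of that assembly, and 53.2% of H3K4me3 summits lay within 1 kb of an annotated transcription start site (TSS), against 4.51% after the summits had been shifted by 50 kb. TSSs were those of curated RefSeq transcripts (26180 genes). A promoter ran from 1 kb upstream to 100 bp downstream of a TSS. A peak was assigned to a promoter when its centre lay there, and a gene was taken to have a peak at its promoter when the peak overlapped that window by at least 1 bp. Other peaks were assigned by their centre to an exon, an intron or the intergenic space.

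Peaks were called shared when they overlapped by at least 1 bp. Shares carry exact (Clopper-Pearson) 95% confidence intervals, which cover counting error over peaks or genes only. Each overlap was set beside 1000 random placements of the first list on its own chromosomes. The share of MOF among H3K4me3 peaks with Rfx2 was set beside 10000 random sets of H3K4me3 peaks without Rfx2, drawn from the same classes of H3K4me3 peak width and fold enrichment (10 classes of equal size for each). Gene lists were set beside 10000 random sets of genes with H3K4me3 at the promoter, drawn from the same 10 classes of H3K4me3 fold enrichment. The genes with Rfx2 were set beside 10000 random sets of as many genes with H3K4me3, without further matching. The ratio of median MOF scores carries a 95% bootstrap interval from 10000 resamples of peaks. Positions among random sets are descriptions of these libraries and no p-values were derived from them. Gene lists of 92 ciliary, 76 electron transport chain and 50 epidermal genes were written from general knowledge before the data were examined, as were the groups, the tests and most of the alternatives. Older gene symbols were resolved through RefSeq synonyms. Of the epidermal list, 49 genes were found in the annotation.

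The X-box was taken as GTNRCC and RGYAAC separated by 0 to 3 bases, on either strand, within 100 bp of the Rfx2 summit. Named are 16 loci that the study showed or named, the 10 Rfx2 peaks with the highest fold enrichment and the 5 MOF peaks with the highest score on chromosomes 1 to 19 and X, and the genes at them. A locus among these is counted but not reported here by itself. Any other item named was chosen after its values were seen.

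The steps were tested on simulated data. Overlap calls differed from those of bedtools (2.31.1) at 0 of 40000 simulated peaks. With MOF drawn from the rate of each width and height class of H3K4me3 peaks and a difference of 20 percentage points added at those with Rfx2, the mean difference found over 200 simulations was 19.9 points, and with no difference added it was -0.302 points, while the unmatched difference was then 12.1 points. With no difference added, 2% of the simulations lay beyond the upper end of the 95% range of their matched sets. For a list of 76 genes, an added difference of 20 points was found beyond the matched sets in 93.5% of the simulations, and no added difference in 1.5%. Of 1000 sequences with an X-box put in, 1000 were found, and 2 of 1000 random sequences held an X-box by chance.

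The alternatives covered the overlap rule (the summit or centre inside the other peak, 50% of the shorter peak, or a gap of up to 1 kb), the 50% of either list with the highest significance or score, the chromosomes, the background, the promoter window, the transcripts and the X-box definition. A promoter window of 1 kb on either side of the TSS, GENCODE M21 transcripts, an X-box search within 250 bp and, for genes with Rfx2, the 50% of MOF peaks with the highest scores were added after the data had been seen. Analyses used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, Numba 0.67.0 and Matplotlib 3.10.9.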

Results

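To examine where the histone acetyltransferase MOF (also called KAT8, which acetylates lysine 16 of histone H4) binds in the skin, MOF ChIPseq was performed on total epidermis of wild-type mice at postnatal day 0.5, together with Cut&Run for histone marks and for Rfx2, a transcription factor that recognizes the X-box of ciliary gene promoters. H3K4me3 marks active promoters, and H3K27ac marks active promoters and enhancers. Peak lists of 1 library each were analysed for MOF, Rfx2, H3K4me3 and H3K27ac, so the values below have no replicate error. The MOF list held 17546 peaks with a median width of 562 bp and covered 13.3 Mb. Whether it is the authors' final call is not known from the file. There were 337 Rfx2 peaks (median width 246 bp), 27039 H3K4me3 peaks (764 bp) and 30736 H3K27ac peaks (526 bp). As given by the authors' peak caller, the median fold enrichment was 7.08 for Rfx2, 6.63 for H3K4me3 and 4.91 for H3K27ac. MOF peaks carried a score, which had a median of 582 and reached 82814. These lists hold no read counts, but by the read numbers that the study reported, Rfx2 was the shallowest of the libraries used here.

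The first comparison asked whether MOF occupies regions with active marks. Of the 17546 MOF peaks, 7287 overlapped an H3K4me3 peak (41.5%, 95% exact confidence interval 40.8 to 42.3%). Random placement of the MOF peaks gave a mean of 1.77%, and at most 2.11% in 1000 placements. MOF peaks moved by 50 kb overlapped H3K4me3 in 3.71% of cases. An H3K27ac peak was overlapped by 6770 MOF peaks (38.6%, 37.9 to 39.3%), against 1.71% at random and 3.54% after the shift. Keeping only the 50% of H3K4me3 peaks with the highest significance moved the H3K4me3 share most among the alternatives, to 32.1%. In the other direction, 7766 of the 27039 H3K4me3 peaks (28.7%, 28.2 to 29.3%) and 7282 of the 30736 H3K27ac peaks (23.7%, 23.2 to 24.2%) overlapped a MOF peak.

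**Figure D1:**
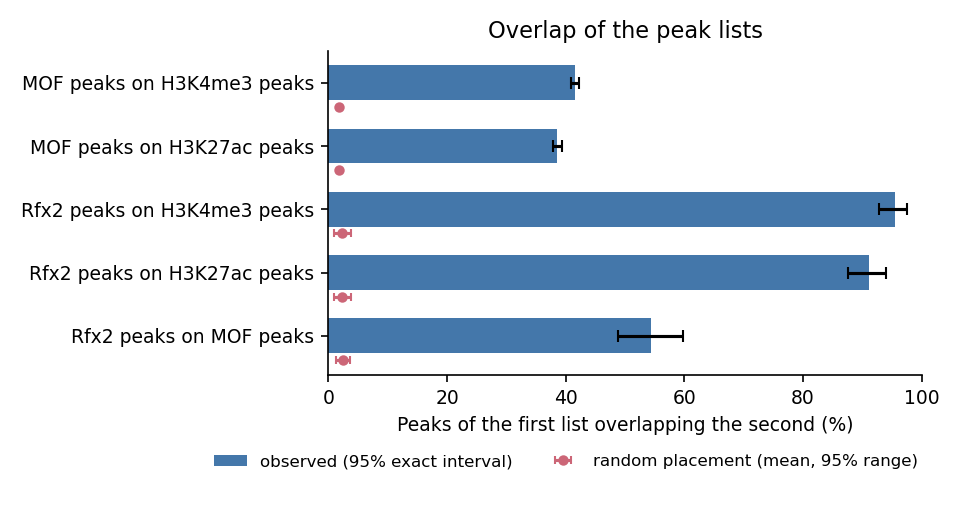
Share of the peaks of a first list that overlapped a peak of a second list by at least 1 bp (horizontal axis, percent). Bars give the observed share with its 95% exact interval, and points the mean and 95% range of 1000 random placements; observed shares ran from 38.6% to 95.5%, and the placement means from 1.71% to 2.43%.

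MOF peaks were then sorted by both marks. Both marks were overlapped by 6070 MOF peaks (34.6%, 33.9 to 35.3%), H3K4me3 without H3K27ac by 1217 (6.94%, 6.56 to 7.32%) and H3K27ac without H3K4me3 by 700 (3.99%, 3.70 to 4.29%). The remaining 9559 MOF peaks overlapped neither mark (54.5%, 53.7 to 55.2%). These classes differed in position. A TSS lay within 1 kb of the centre of 77.1% of MOF peaks with both marks, of 34.9% with H3K4me3 alone, of 4.29% with H3K27ac alone and of 3.16% with neither mark. They also differed in width, with medians of 964 bp for both marks, 624 bp for H3K4me3 alone, 556 bp for H3K27ac alone and 364 bp for neither mark. By centre, 49.5% of the MOF peaks with neither mark were intergenic and 41.5% were intronic.

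The share with neither mark depended on the height and width of the MOF peaks. It was 70.7% (68.5 to 72.8%) among the 10% of MOF peaks with the lowest scores and 42.9% (40.6 to 45.3%) among the 10% with the highest. By width it ran from 90.1% (88.7 to 91.5%) among the narrowest 10% to 23.4% (21.5 to 25.5%) among the widest 10%. The median score was 651 for MOF peaks with H3K4me3 and 571 for those without, a ratio of 1.14 (95% bootstrap interval 1.13 to 1.14). Splitting by H3K27ac in place of H3K4me3 gave a ratio of 1.12.

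**Figure D2:**
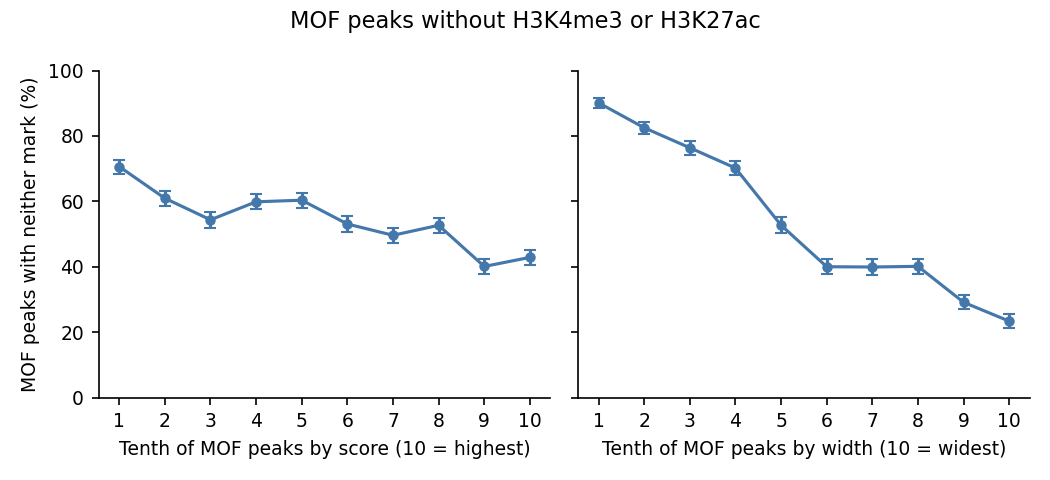
Share of MOF peaks that overlapped neither H3K4me3 nor H3K27ac (vertical axis, percent) in 10 classes of equal size, sorted by score (left) and by width (right). Points are shares with 95% exact intervals; the share was 42.9% in the class with the highest scores and 23.4% in the widest class.

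The distribution of peaks over genes was compared between Rfx2 and MOF. The centres of 212 of 337 Rfx2 peaks (62.9%, 57.5 to 68.1%) lay in a promoter, from 1 kb upstream to 100 bp downstream of a TSS, against 3370 of 17546 MOF peaks (19.2%, 18.6 to 19.8%). The same window held 22.5% of H3K4me3 and 20.6% of H3K27ac centres. The widest window tried, 2.5 kb on either side, moved them most, to 82.2% for Rfx2 and 34.4% for MOF. With 1 kb on either side, a window chosen after seeing the data, 266 Rfx2 peaks (78.9%) and 5435 MOF peaks (31%) were at promoters. That window also held 52.8% of H3K4me3 and 37.5% of H3K27ac centres, both above the share of MOF. Intergenic centres made up 12.5% (9.13 to 16.5%) of Rfx2 and 35.8% (35.1 to 36.5%) of MOF peaks. The difference between Rfx2 and MOF exceeded the confidence intervals under each of the promoter definitions tried.

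To ask whether Rfx2 shares promoters with MOF, Rfx2 peaks were overlapped with the other lists. Nearly the whole Rfx2 list lay on active marks, with 322 of 337 peaks (95.5%, 92.8 to 97.5%) on H3K4me3 and 307 (91.1%, 87.5 to 93.9%) on H3K27ac. A MOF peak was overlapped by 183 Rfx2 peaks (54.3%, 48.8 to 59.7%), against a mean of 2.43% and at most 4.75% in 1000 random placements. Because both factors are found on H3K4me3, the comparison was repeated within H3K4me3 peaks. Of the 325 H3K4me3 peaks that overlapped Rfx2, 195 also overlapped MOF (95% interval of the share 54.4 to 65.4%). H3K4me3 peaks with Rfx2 were wider (median 1255 bp) than the others (755 bp) and higher (median fold enrichment 8.30 against 6.60). Sets of H3K4me3 peaks without Rfx2 but of the same width and height overlapped MOF in 40.7% of cases (35.7 to 45.8% in 95% of 10000 sets), and 0 of the 10000 sets reached the observed share. The difference was 19.3 percentage points. Without matching it was 31.7 points.

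Genes were compared next. Of 26180 annotated genes, 6195 had a MOF peak at the promoter, 317 an Rfx2 peak, 14132 an H3K4me3 peak and 11552 an H3K27ac peak. Among the genes with MOF, 5934 also had H3K4me3 at the promoter. All 317 genes with Rfx2 had H3K4me3, and 206 of them (65.0%, 59.5 to 70.2%) had MOF as well. Random sets of 317 genes with H3K4me3 had MOF in 42.0% of cases (36.6 to 47.3%), and 0 of 10000 sets reached the observed share. Keeping only the 50% of MOF peaks with the highest scores, an alternative chosen after seeing the data, moved this share most, to 43.2%, against 26.1% (21.5 to 30.9%) in random sets. These random sets were drawn gene by gene and were not matched on the width or height of H3K4me3 peaks. For H3K4me3 peaks, such matching lowered the difference from 31.7 to 19.3 percentage points. A part of the excess over genes may have the same source. Genes that share a peak are not independent either, so the ranges of the random sets may be too narrow. Keeping the 50% of each list with the highest score or significance lowered the number of genes to 3816 with MOF and 162 with Rfx2. Many of these promoters served a pair of genes. A gene starting in the opposite direction within 1 kb was found for 113 of the 317 genes with Rfx2 (35.6%, 30.4 to 41.2%), against 19.6% (18.9 to 20.3%) of the genes with H3K4me3 and no Rfx2. It was found for 85 of the 206 genes with Rfx2 and MOF (41.3%, 34.5 to 48.3%) and for 28 of the 111 with Rfx2 alone (25.2%, 17.5 to 34.4%). Paired genes share a peak and are counted one by one here, so these intervals are too narrow. With each Rfx2 peak at a promoter counted once, such a pair was at 41 of 150 peaks with MOF (27.3%, 20.4 to 35.2%) and at 17 of 105 without (16.2%, 9.72 to 24.7%), and the intervals overlapped. Of the 337 Rfx2 peaks, 194 lay at the promoter of 1 gene, 60 at those of 2 genes, 1 at those of 3 or more and 82 at none.

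Lists of ciliary, electron transport chain and epidermal genes were compared, since ciliary and mitochondrial genes were among those of interest and lineage genes offer a contrast. Among genes with H3K4me3 at the promoter, 50 of 76 electron transport chain genes (65.8%, 54.0 to 76.3%) had MOF at the promoter. Matched random sets gave 42.9% (31.6 to 53.9%), and 1 of 10000 sets reached the observed share. Of 92 ciliary genes, 44 (47.8%, 37.3 to 58.5%) had MOF, against 41.7% (31.5 to 52.2%) in matched sets, and 1433 of 10000 sets reached that share, so an excess of MOF at this ciliary list was not detectable. Of 41 epidermal genes with H3K4me3, 6 (14.6%, 5.57 to 29.2%) had MOF, against 36.0% (22.0 to 51.2%) in matched sets, and 24 of 10000 sets were as low. With a window of 2.5 kb on either side of the TSS the epidermal share was 32.6% and lay within its matched range. For Rfx2 the order differed. The promoters of 19 of the 92 ciliary genes (20.7%, 12.9 to 30.4%) had an Rfx2 peak, against 2.19% (0 to 5.43%) in matched sets, with 0 of 10000 sets as high. No electron transport chain gene (0 of 76) and no epidermal gene (0 of 41) had one, but matched sets held so few (means 2.33% and 1.38%) that a shortage was not detectable. MOF was present at 11 of the 19 ciliary promoters with Rfx2 (57.9%, 33.5 to 79.7%) and at 33 of the 73 without.

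**Figure D3:**
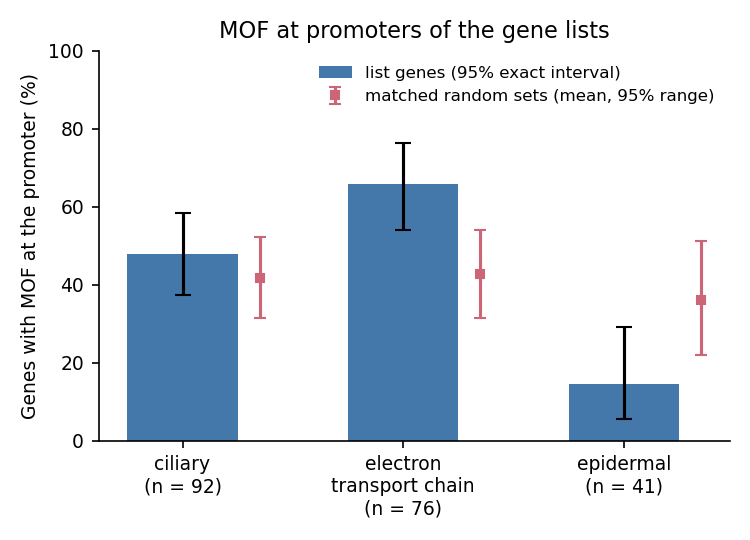
Share of list genes with a MOF peak at the promoter (vertical axis, percent) among genes with H3K4me3 at the promoter, for 92 ciliary, 76 electron transport chain and 41 epidermal genes. Bars carry 95% exact intervals, and squares give the mean and 95% range of 10000 random sets matched on H3K4me3 fold enrichment; the electron transport chain list (65.8%) lay above its matched range and the epidermal list (14.6%) below it.

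Loci shown or named in the paper were then looked up one by one, with positions in mm10 counted from the first base. A MOF peak, an H3K4me3 peak and an H3K27ac peak were present at 15 of the 16 promoters. At Kat8, which encodes MOF, a MOF peak (score 987) spanned positions 127911792 to 127912967 of chromosome 7 and covered the TSS at 127912517. Uqcrc1 (score 766), Sdha (1160), Uqcrq (1279), Opa1 (1116) and Scp2 (736) also had MOF at the promoter and no Rfx2. At Stfa1 on chromosome 16, a keratinocyte gene, no list had a peak at the promoter, and the nearest MOF peak was 67685 bp from the TSS. Rfx2 was present at 7 of the 16 loci. The Lyrm4 and Fars2 genes start in opposite directions on chromosome 13, with TSSs at 36117357 and 36117643, and shared 1 peak of each list. Their Rfx2 peak (fold enrichment 9.51) spanned 36117366 to 36117855 and their MOF peak (score 996) 36116962 to 36118161. Between the genes lay an X-box, GTAACCCAGGCAAC, on the minus strand at 36117615 to 36117628, 105 bp from the Rfx2 summit. Sirt3 and Psmd13 on chromosome 7 shared an Rfx2 peak at 140882059 to 140882349 (fold enrichment 10.6) and a MOF peak at 140881700 to 140882669 (score 835). The ciliary genes Wdr34 (Rfx2 fold enrichment 8.50), Ift122 (8.36) and Tmem138 (7.13) had Rfx2 and MOF at the promoter. No X-box was found within 250 bp of the Rfx2 summit at Wdr34, Ift122, Tmem138 or the shared promoter of Sirt3 and Psmd13. At Ift74 a MOF peak 210 bp wide (score 919) covered the TSS at 94614491 of chromosome 4, and the nearest Rfx2 peak in the list was 437811 bp away.

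**Figure D4:**
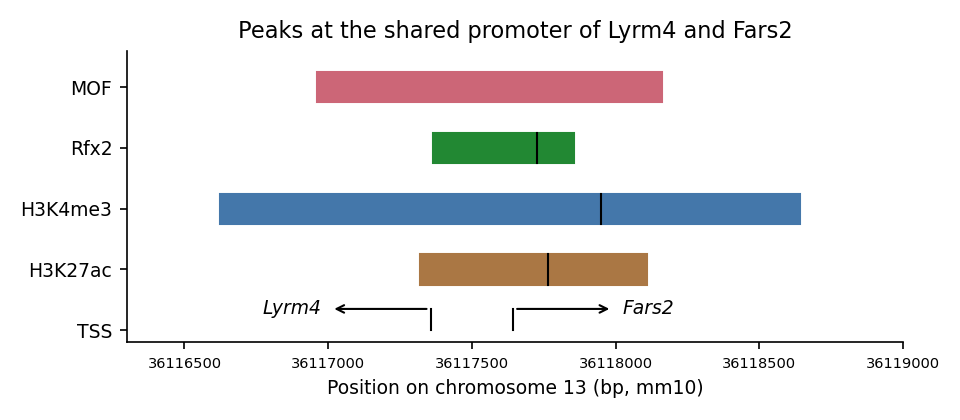
Map of the shared promoter of Lyrm4 and Fars2 on chromosome 13 (horizontal axis, position in bp, mm10). Boxes are peaks of each list, black lines in them are summits where the list gives one, and arrows mark the TSS and direction of each gene; the Rfx2 peak, from 36117366 to 36117855, lay within the MOF peak.

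The strongest peaks of each list were then examined. The highest Rfx2 fold enrichment, 27, was at positions 70792518 to 70793152 of chromosome 8 in the promoter of Mast3, followed by 26.4 at 116978686 to 116979049 of chromosome 8 in the promoter of 1700030J22Rik, and 25.4 at 85455219 to 85455508 of chromosome 12, in the intergenic space 18526 bp upstream of Fos. None of these 3 overlapped a MOF peak. Of the other strongest Rfx2 peaks, those ranked 4, 5, 6, 7 and 10 overlapped MOF, and those ranked 8 and 9 did not. The fourth (22.6) lay in a coding exon of Ap1m1, 188 bp downstream of its TSS, and the fifth (21.8) was intergenic. Promoters of Mib2 (20.4), of 0610009E02Rik and Sec16a (19.3), of the ciliary gene B9d2 (18.1) and of Dyrk1b (17.8), and an intergenic position 2479 bp from Kcnn1 (18.1), made up the other strongest Rfx2 peaks. In contrast, none of the 5 strongest MOF peaks lay at a promoter. The highest MOF score, 82814, was at positions 35305157 to 35305719 of chromosome 9, in the intergenic space 24333 bp from the nearest TSS. The second (65333) was at 109011595 to 109012161 of chromosome 11 and coincided with the fifth Rfx2 peak. The third (59149) was intergenic on chromosome 12, the fourth (56766) lay in the 3′ UTR of Lars2, and the fifth (55820) in an intron of Chl1. Among the 100 MOF peaks with the highest scores, which were 8100 or more, 60 overlapped H3K4me3 alone, 16 both marks and 24 neither, and the centre of 1 lay within 1 kb of a TSS. In 68 of these 100, over 50% of the 31-base words occurred more than once in the genome assembly, against 10.8% of the other MOF peaks.

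Finally, Rfx2 peaks were searched for the X-box. Within 100 bp of the summit, 47 of 337 Rfx2 peaks (13.9%, 10.4 to 18.1%) held one, against 121 of 26714 H3K4me3 peaks without Rfx2 (0.453%, 0.376 to 0.541%), a ratio of 30.8. Searching within 250 bp, a distance chosen after seeing the data, moved the share most, to 28.5% (23.7 to 33.6%) against 1.22%. The X-boxes did not gather at the summit itself. Of 117 X-boxes within 1 kb of an Rfx2 summit, 107 lay within 250 bp and 25 within 50 bp, with a median distance of 104 bp. Of the 10 strongest Rfx2 peaks, 2 had an X-box within 100 bp of the summit and 6 within 250 bp, such as GTTGCCCCAGCAAC at 25680796 to 25680809 of chromosome 7 in the promoter of B9d2 and GTCGCCATGGCAAC at 70865582 to 70865595 of chromosome 8 near Kcnn1.

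**Figure D5:**
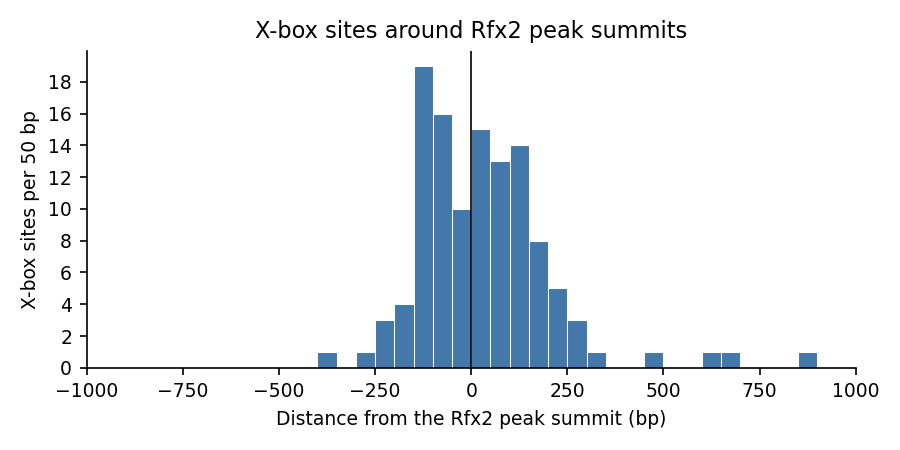
Number of X-boxes per 50 bp (vertical axis) by their distance from the summit of the 337 Rfx2 peaks (horizontal axis, bp). Of the 117 sites drawn, 107 lay within 250 bp of the summit.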

Values the study reported

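The study described 1799 peaks that carried MOF, H4K16ac, H3K4me1 and H3K27ac without H3K4me3, and 5915 peaks with MOF alone. It proposed technical problems of the MOF ChIP and the Cut&Run as the probable source of the peaks with MOF alone. For RFX2, 266 peaks were placed at promoters, which was 79% of the bound regions. The study counted 328 genes with RFX2 at the promoter, of which 157 (48%) overlapped with promoters bound by MOF.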

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

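The promoter window of 1 kb on either side of the TSS, the GENCODE M21 transcripts, the X-box search within 250 bp and, for the genes with Rfx2, the higher 50% of MOF scores were chosen after seeing the data. The other alternatives were planned. No paired analysis was possible because each antibody had 1 peak list. Significance in place of fold enrichment was not run for the MOF height ratio, since the MOF list held only the score. Shares are called moved below when they left the 95% interval of the main value.

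The overlap of MOF with the marks moved with each overlap rule. With the MOF centre inside the other peak, 35.6% lay on H3K4me3, 30.3% on H3K27ac and 60.3% on neither. With 50% of the shorter peak shared, these were 39.7%, 36.2% and 56.2%, and with a gap of up to 1 kb 43.4%, 40.8% and 52.2%. The 50% of MOF peaks with the highest scores gave 49.0%, 44.4% and 47.8%, and the 50% of each mark's peaks with the highest significance 32.1%, 31% and 62.9%. A stricter overlap rule or fewer peaks of a mark can only lower the overlap with it, and a gap can only raise it, whereas for the higher MOF scores the cause was not tested. The Rfx2 shares moved only with stricter lists: the stronger 50% of Rfx2 peaks lay on H3K4me3 in 97.6% and on MOF in 60.4% of cases, the stronger 50% of H3K4me3 peaks held 85.8% of Rfx2 peaks, and the higher 50% of MOF scores 35.9%. The last pair of shares can only fall with fewer peaks, and for the stronger Rfx2 peaks the cause was not tested. Leaving out chromosome Y and the mitochondrial genome moved none of these 5 shares. Shifted peaks gave a higher background than random placement for MOF on H3K4me3 (3.71%) and on H3K27ac (3.54%).

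The excess of MOF at H3K4me3 peaks with Rfx2 stayed beyond its random sets under all 7 alternatives, from 15.3 to 31.7 percentage points, as did the share of Rfx2 genes with MOF under all 7, from 43.2% with the higher 50% of MOF scores, where random sets fall too, to 68.8%. The MOF height ratio stayed above 1 in the 3 alternatives run.

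Promoter shares depended on the window. Rfx2 peaks at promoters made up 74.2% within 500 bp, 78.9% within 1 kb and 82.2% within 2.5 kb, and 78.9% with GENCODE transcripts. For MOF these were 26.4%, 31%, 34.4% and 27.1%, with 17.7% for protein-coding transcripts only and 24.0% for the higher 50% of scores. The windows of 1 kb and 2.5 kb on either side contain the main window and can only raise the share, and protein-coding transcripts, a part of all transcripts, can only lower it. For the others the cause was not tested. The number of genes moved by more than 1.5 times only when the weaker 50% of peaks was left out, to 3816 genes with MOF and 162 with Rfx2, which follows from the number of peaks kept.

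Of the gene lists, the electron transport chain list stayed above and the ciliary list within its matched range under each of the 5 alternatives. The epidermal list was below its matched range under 4, but with a window of 2.5 kb its share was 32.6% and within the range; the cause was not tested. The X-box share was 21.7% anywhere in the peak, 20.8% with the GTTGCCATGGCAAC consensus at up to 3 mismatches and 28.5% within 250 bp, and the last of these rises because the search is wider; for the others the cause was not tested.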

Other observations

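The tests of score, repeats, CTCF motif, part of the multi-copy sequence and mitochondrial copies were chosen after the results they bear on had been seen; for the others the possible outcomes had been written down beforehand. The patterns themselves came from looking through the data, and each was found in single libraries. The repeat content of the strongest MOF peaks had been seen before their copy number was tested.

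Against the values quoted from the study above, MOF peaks with H3K27ac and without H3K4me3 numbered 700 here. That is lower than the value quoted from the study above. MOF peaks with neither mark numbered 9559 here. That is higher than the value quoted from the study above. These counts come from MOF lists of different length, so a difference in number need not be one in share. Of the genes with Rfx2 at the promoter, 65.0% also had MOF here. That is higher than the value quoted from the study above. This share depends on the length of the MOF list, and was 43.2% with the 50% of MOF peaks that had the highest scores. The classes here rest on called peaks of 2 marks, and H4K16ac and H3K4me1 were not analysed here. The study's classes came from clustering the read signal around MOF peaks, with H4K16ac and H3K4me1 included. The counts are therefore of unlike classes, and do not show whether the shares differ. At Ift74, named in the paper among promoters with both factors, the Rfx2 list used here held no peak at the promoter.

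MOF and Rfx2 shared H3K4me3 peaks more often than matched peaks did. For an X-box within 100 bp of the summit, the excess was detectable at Rfx2 peaks lacking one, not at those with one. The class with an X-box was small (44 H3K4me3 peaks, against 281), so most of any excess would lie in the other class. That other class also holds peaks with an X-box farther from the summit. The matched comparison was made for 100 bp only. Of Rfx2 peaks with an X-box within 100 bp of the summit, 34.0% (20.9 to 49.3%, 16 of 47) overlapped MOF, against 57.6% (51.7 to 63.3%, 167 of 290) of those without. None of 10000 random draws of 47 peaks without an X-box had a share as low. H3K4me3 peaks with such an X-box peak had MOF in 43.2% of cases, within the 25.0 to 54.5% of their matched sets, while those with an Rfx2 peak lacking an X-box had MOF in 62.6%, beyond the 35.6 to 46.3% of theirs. The direction was the same with an X-box anywhere in the peak (45.2% against 56.8%), with the consensus (45.7% against 56.6%) and within 250 bp (42.7% against 58.9%), but the 95% intervals overlapped for these 3. The median fold enrichment was 7.16 with and 7.06 without an X-box, so the peaks differed little in height. Had recognition of the X-box drawn the factors together, the share would have been higher with an X-box. Technical sources were weighed by matching on further properties. The excess was 20.1 percentage points after matching on GC content, 17.8 on the number of genes starting in the peak, 16.4 on H3K27ac fold enrichment, and 15.4 without the 1% of MOF peaks with the highest scores, each beyond its matched sets. These argue against each of these properties as the whole source. Of the 337 Rfx2 peaks, 8 lay on the mitochondrial genome. On chromosomes 1 to 19 and X only, the excess was 17.9 points, still beyond its matched sets. Chromatin accessibility and background cutting in Cut&Run were not measured here and stay open, and a candidate explanation that remains is that Rfx2 peaks without an X-box mark promoters to which both antibodies' signals are drawn by other proteins.

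Low scores alone did not account for the MOF peaks with neither mark, since 42.9% of the 10% with the highest scores had neither mark. The scale of that score is not known, however. By width the share ran from 90.1% among the narrowest 10% to 23.4% among the widest 10%. Whether narrow peaks are marginal calls was not tested and stays open. Repeats do not account for most of the peaks with neither mark. Their median peak was repeat-masked over 14.5% of its bases, against 22.2% at random positions. In MOF peaks with a mark the median was 7.10%. Against the other MOF peaks, the median share of repeats was thus higher in the peaks with neither mark. For a part of them, multi-copy sequence may matter, as over 50% of the 31-base words occurred more than once in the assembly in 17.4% (16.7 to 18.2%) of these peaks, against 13.1% (12.4 to 13.8%) of random positions and 3.66% of MOF peaks with a mark. A hypothesis was that some mark-free peaks lie at sites of the insulator protein CTCF, whose motif was picked because it stood out among 14 motifs looked at. Its core motif, CCDSNAGRKGGC, was found in 8.25% (7.71 to 8.83%) of them and in 3.03% of windows 5 kb away, a ratio of 2.73. The motif was not particular to this class, as it was found in 17% of MOF peaks with H3K4me3 alone (ratio 3.36) and in 10.8% of those with both marks (ratio 1.20). The reversed motif gave a ratio of 1.48, but from 20 peaks, and 8.67 and 6.85 in those other classes. Motifs with the same bases in random order, added as a stricter comparison once the result of the reversed motif was known, did not set CTCF apart: 9 of 200 had a ratio at least as high, and 95% of them fell between 1.05 and 2.86. The CTCF hypothesis and base composition cannot be told apart, because the ratio lay within the range of the shuffled motifs. In any case the motif was absent from most mark-free peaks. No biological explanation was tested beyond this.

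The strongest MOF peaks behave unlike the rest of the list. Over 50% of the 31-base words occurred more than once in the assembly in 68.0% (57.9 to 77.0%) of the 100 strongest, against 10.8% (10.4 to 11.3%) of the others, which is consistent with reads of multi-copy sequence piling up. Copies of mitochondrial DNA account for few, as 4 of the 100 share a 31-base word with the mitochondrial genome. Of the 100, 76 overlapped H3K4me3, against 41.3% of the other MOF peaks, and 9 overlapped Rfx2, against 0.969%. H3K27ac was overlapped by 16 of the 100, against 38.7% of the others and 3.54% of all MOF peaks after a shift of 50 kb. A ranking of MOF peaks by score starts with them.

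Few MOF peaks lay on the X chromosome. Of 724 X-chromosomal H3K4me3 peaks, 12.4% (10.1 to 15.1%) overlapped MOF, against 29.2% (28.6 to 29.7%) of autosomal ones, and the lowest share of an autosome was 24.3% on chromosome 15. H3K4me3 peaks on the X chromosome were not weaker or narrower: autosomal peaks of the same width and height had MOF in 31.7% of cases (28.5 to 34.8%). Animals of both sexes were used in the study, so a lower dose of X-chromosomal DNA in males could lower each signal. The H3K27ac share was also lower on the X chromosome, at 53.0% (49.3 to 56.7%) against 65.0%, but by a ratio of 0.817 against 0.426 for MOF. MOF peaks with neither mark were as sparse there (0.643 per Mb against 3.82 on autosomes) as those with a mark (0.509 against 3.2). H3K4me3 peaks were also sparser there (4.23 per Mb against 10.7), so a part of that sparsity was shared with another antibody. If the score were proportional to the amount of DNA, a dose 50% lower would leave MOF at 25.9% of H3K4me3 peaks, the share of autosomal ones with a MOF score of 410 or more, which is above the share on the X chromosome. The median MOF score was no lower on the X chromosome (736 against 580), but it covers called peaks only. Such a median can rise when weak peaks are lost, so it does not decide on dose. The 25.9% argues against a dose effect on such a scale, but the scale of the score is not known. A lower DNA dose and fewer MOF sites cannot be told apart, since the lists give no read counts and the sexes of the animals behind each library were not analysed here.

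The contrast between the gene lists was not a matter of promoter GC content. With genes also matched on GC content, 33.7% (19.5 to 48.8%) of genes were expected to have MOF for the epidermal list, which had 14.6%, and 42.9% (31.6 to 53.9%) for the electron transport chain list, which had 65.8%. The ciliary list stayed within its range (33.7 to 53.3%) at 47.8%. Whether housekeeping expression across tissues underlies the contrast was not tested. Nor were the sets matched on H3K4me3 peak width or on promoters shared by gene pairs, so these stay open.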
